# *Trans*-splicing of mRNAs links gene transcription to translational control regulated by mTOR

**DOI:** 10.1186/s12864-019-6277-x

**Published:** 2019-11-29

**Authors:** Gemma B. Danks, Heloisa Galbiati, Martina Raasholm, Yamila N. Torres Cleuren, Eivind Valen, Pavla Navratilova, Eric M. Thompson

## Abstract

**Background:**

In phylogenetically diverse organisms, the 5′ ends of a subset of mRNAs are *trans*-spliced with a spliced leader (SL) RNA. The functions of SL *trans*-splicing, however, remain largely enigmatic.

**Results:**

We quantified translation genome-wide in the marine chordate, *Oikopleura dioica,* under inhibition of mTOR, a central growth regulator. Translation of *trans*-spliced TOP mRNAs was suppressed, consistent with a role of the SL sequence in nutrient-dependent translational control of growth-related mRNAs. Under crowded, nutrient-limiting conditions, *O. dioica* continued to filter-feed, but arrested growth until favorable conditions returned. Upon release from unfavorable conditions, initial recovery was independent of nutrient-responsive, *trans*-spliced genes, suggesting animal density sensing as a first trigger for resumption of development.

**Conclusion:**

Our results are consistent with a proposed role of *trans*-splicing in the coordinated translational down-regulation of nutrient-responsive genes under growth-limiting conditions.

## Background

*Cis*-splicing of RNA in eukaryotes removes non-coding intronic sequences from protein coding mRNAs. This is essential to their translation. In a phylogenetically disparate group of organisms [1, 2] mRNAs also undergo *trans*-splicing [3] where a separately transcribed RNA molecule, called a spliced leader (SL), is added to their 5′ ends. An important function of this process is to resolve polycistronic RNA transcribed from operons, allowing their translation as monocistrons. Many non-operon, monocistronic transcripts, however, are also *trans*-spliced [4]. The function in these cases has so far remained largely enigmatic.

We previously proposed that the SL supplies a 5′ TOP-like nutrient-dependent translational control motif to *trans*-spliced mRNA [5, 6]. TOP mRNAs, which primarily encode the protein synthesis machinery, contain a conserved 5′ TOP (Terminal OligoPyrimidine) motif that is critical [7] for translational repression during unfavourable growth conditions. This translational repression reduces the large energy expenditure associated with protein synthesis.

Target of rapamycin (mTOR) [8, 9], a master regulator of growth, is conserved from yeast to human and selectively regulates the translation of mRNAs with a TOP or TOP-like motif [8]. As part of mTORC1 (one of two complexes containing mTOR), mTOR phosphorylates and represses the translational repressor, eukaryotic translation initiation factor 4E binding protein 1 (4E-BP1). Active 4E-BP1 binds eIF4E preventing the association of eIF4E with eIF4G, necessary for cap-dependent translation initiation, particularly of TOP mRNAs, which are more dependent on this association than other mRNAs [9]. Phosphorylated 4E-BP1 is unable to bind eIF4E and translation can proceed; mTOR thereby promotes translation of TOP mRNAs and its inhibition suppresses their translation.

In the urochordate, *O. dioica,* and the nematode, *C. elegans* the TOP motif is not encoded in the genome at the appropriate loci; classical TOP mRNAs in these species, therefore, lack a TOP motif. These TOP mRNAs are, however, *trans*-spliced with a pyrimidine-enriched SL sequence. The SL then forms the 5′ end where mTOR-dependent translational control is normally targeted at a TOP motif*.* These features suggest that SL RNAs contain TOP-like mTOR-dependent translational control elements [5]. This is further supported by our findings [5], and the findings of others [10], that *trans*-spliced mRNAs are enriched for growth-related functions. In addition, we previously found that the vast majority of maternal mRNAs in the three metazoan species we examined were *trans*-spliced [5]. In *O. dioica,* egg number is strongly dependent on nutrient levels [11] and is determined by partitioning a common cytoplasm into equally sized oocytes [12]. This gives further evidence of roles for both mTOR and *trans*-splicing in the control of maternal protein levels according to growth conditions.

Here, we tested this idea by using ribosome profiling to quantify translation genome-wide in female *O. dioica* treated with the mTOR inhibitor Torin 1 [9, 13]. The mTOR-regulated translatome was conserved between *O. dioica* and other species. Moreover, classical TOP mRNAs that possess a 5′ *trans*-spliced SL sequence rather than an encoded TOP motif were nevertheless subject to translational control via the mTOR pathway in *O. dioica*. These results suggest that *trans*-splicing may play a key role in the coordinated nutrient-dependent translational regulation of growth-related genes.

Under conditions of nutrient depletion and high animal density, *O. dioica* enters a developmental growth-arrested state (stasis), prior to the onset of meiosis, and mTOR activity is down-regulated [14] indicating that the translation of TOP mRNAs is suppressed. Once conditions become more favourable the animals recover and resume normal development [5, 14].

In the absence of food, the nematode *C. elegans* also enters a state of developmental growth arrest (L1 diapause). When food becomes available, animals resume development. In *C. elegans*, transcription of operons is preferentially up-regulated during recovery from growth arrest [10]. In *O. dioica*, however, it is instead non-*trans*-spliced monocistrons that are transcriptionally up-regulated during recovery from growth arrest [5]. We previously proposed that during recovery from growth arrest, *O. dioica* up-regulates TOP mRNAs and other *trans*-spliced transcripts via translational control, rather than transcriptional control, as a faster initial response [5]. Here, we tested this concept using ribosome profiling on *O. dioica* during growth arrest and recovery and found that, as with transcription, the translation of *trans*-spliced genes, including mTOR-targeted *trans*-spliced TOP mRNAs, were not preferentially up-regulated during recovery. This suggests that the primary, first response during recovery in *O. dioica,* is not mediated by coordinated, enhanced translation of *trans*-spliced SL mRNAs containing a TOP-like motif.

Together, our data support the proposal that *trans*-splicing in metazoans plays a key role in nutrient-dependent translational control.

## Results

### Profiling the mTOR-regulated translatome in *O. dioica*

In order to determine whether or not the translation of *trans*-spliced TOP mRNAs is regulated by mTOR in *O. diocia*, we profiled translation genome-wide using ribosome profiling with deep sequencing [15] in day 6 female animals that were exposed to either the mTOR inhibitor Torin 1 or DMSO control. At this developmental stage the bulk of the animal’s mass is from a single-celled coenocyst [12, 16, 17] within the ovary, the transcriptional output of which is enriched for *trans*-spliced transcripts [5]. In parallel, we sequenced total RNA in order to normalise ribosome protected RNA fragments (RPFs) to the abundance of mRNA transcripts (RNA), giving a measure of translational efficiency for each gene in both treatment and control conditions.

We confirmed that exposing female *O. dioica* to the mTOR inhibitor Torin 1, in seawater, resulted in the expected absence of phosphorylated 4E-BP1 (Fig. 1a and Additional file 1: Figure S1): phosphorylated 4E-BP1 was absent after 1.5 h of treatment, similar to what was observed in mouse embryonic fibroblast (MEF) cells [9]. We also demonstrated that the commercial antibody we used was specific to the phosphorylated form of 4E-BP1 in *O. dioica*, as it is in other species (Additional file 1: Figure S1E). In addition, we used polysome profiling to show a global down-regulation of translation as indicated by reduced polysome peaks (Additional file 2: Figure S2).

**Fig. 1:**
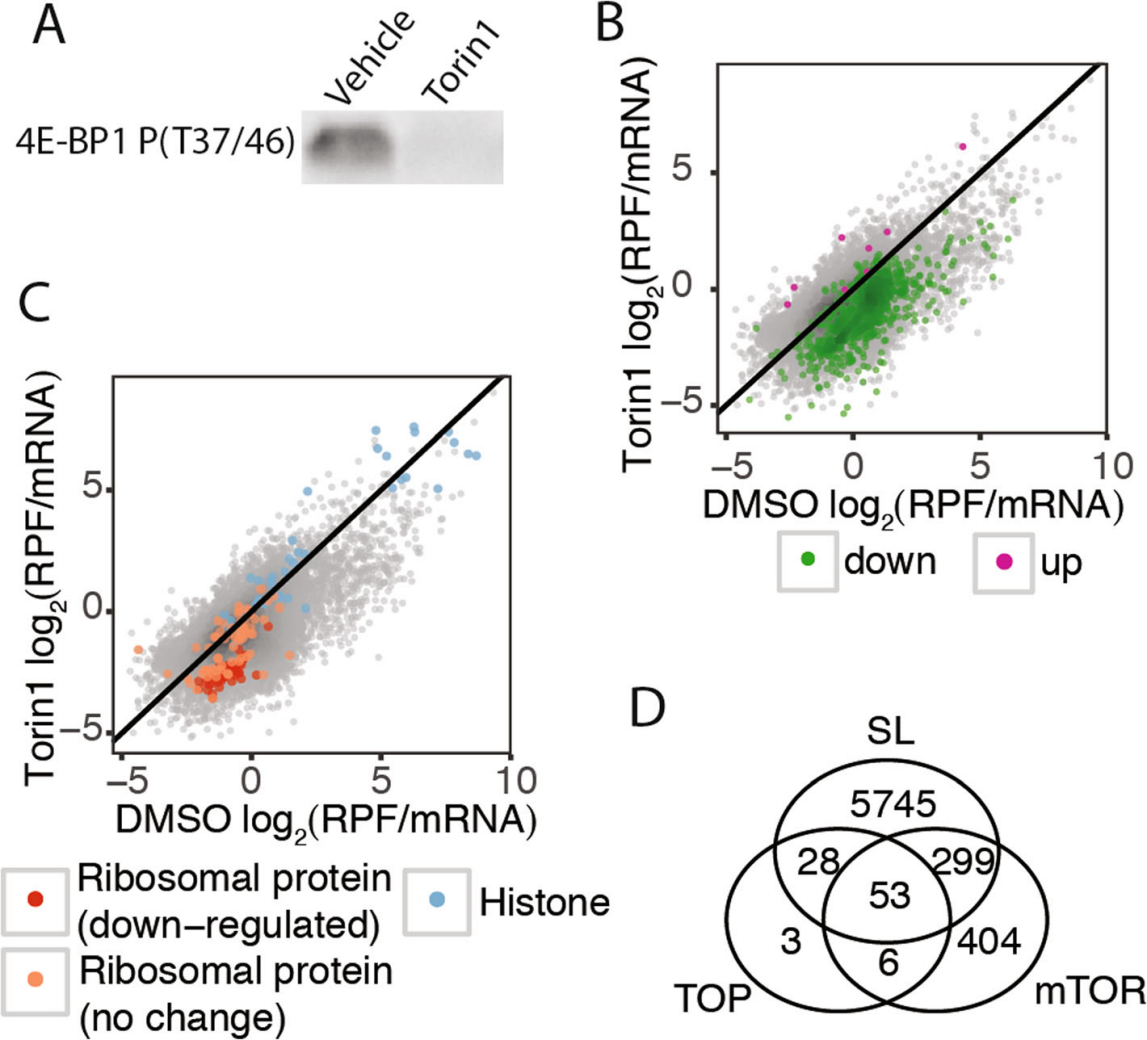
The mTOR-regulated translatome of *O. dioica*. **a** Adult animals were exposed to the mTOR inhibitor, Torin 1 (1 μM), or DMSO (vehicle control) in seawater for 1.5 h and female animals were collected. Phosphorylated 4E-BP1 was detected in DMSO but not in Torin 1 treated animals, confirming that mTOR was inhibited in Torin 1-treated animals (one out of three replicates shown; total protein used as a loading control and normalisation of band intensity; see Additional file 1: Figure S1D for full blot). **b** Median translational efficiency (RPF/mRNA = ribosome protected fragment density/mRNA density) of mRNAs from 3 replicates for Torin 1- and DMSO-treated animals with transcripts identified as having significantly up- or down-regulated translation highlighted. **c** Translational efficiencies shown as in (**b**) with known Torin 1-resistant (histone mRNAs) and Torin 1-sensitive (ribosomal protein mRNAs) gene categories highlighted to show that targets of mTOR-mediated translational control are conserved in *O. dioica*. **d** Intersections of orthologs of known TOP mRNAs (TOP), mTOR-regulated mRNAs (mTOR) and mRNAs that are *trans*-spliced (SL)

We measured the effect of mTOR inhibition on the translation of individual mRNAs by quantifying and precisely mapping RPFs and normalising to total RNA to obtain the translational efficiency (TE) of each mRNA. This allows the detection of mRNAs with unusually high or low ribosome density given their transcript abundance. Sequencing generated 57.9 M (vehicle control: DMSO) and 42.8 M (Torin 1) total RNA exon-mapped reads and 24.1 M (DMSO) and 1.4 M (Torin 1) RPF exon-mapped reads, across three biological replicates (Additional file 8: Table S1). By excluding genes with low read counts (see Methods) we were able to confidently assess the translational efficiency of 14,574 expressed genes out of 17,212 in the *O .dioica* reference genome. Our results indicate that the mTOR-regulated translatome is conserved between *O. dioica* and vertebrates. As expected, we found the set of genes regulated by mTOR was enriched for classical TOP mRNAs, the majority of which are *trans*-spliced in *O. dioica*.

### The mTOR-regulated translatome is conserved between *O. dioica* and mammals and enriched for TOP mRNAs that are SL *trans*-spliced in *O. dioica*

We detected 762 genes with mRNAs that had significantly reduced translational efficiencies when mTOR was inhibited (Fig. 1b and Additional file 9: Table S2). These represent the main targets of mTOR-mediated translational control in female *O. dioica*. Gene ontology (GO) analysis revealed that these were enriched for functions known to be regulated by TOR signalling, including translation and translation elongation, mitotic spindle elongation, fatty acid metabolism and TOR signalling (Additional file 3: Figure S3). Importantly, these include known TOP mRNAs: 60/127 expressed *O. dioica* ribosomal protein mRNAs (129 ribosomal proteins are annotated in the genome) and 59/89 mRNAs with orthologs to known human TOP mRNAs [18] (mostly ribosomal protein mRNAs) were significantly down-regulated (Fig. 1c, d and Additional file 10: Table S3, Additional file 9: Table S2). As found in mammalian cells [9], histone mRNAs were amongst those resistant to Torin 1 (Fig. 1c and Additional file 9: Table S2). We validated these results by qRT-PCR, testing 10 genes with the largest translational changes, which showed no statistically-significant changes in gene expression upon Torin 1 treatment (Welch Two Sample t-test, *p* > 0.05). The similarity of the mTOR-dependent translatome between *O. dioica* and mammals [9] indicates that the targets of mTOR regulation are likely conserved between *O. dioica* and it’s sister group, vertebrates. The down-regulation of translation of *trans*-spliced TOP mRNAs confirm that they are regulated by mTOR, indicating that the SL likely replaces the role of the critical TOP motif found in TOP mRNAs of other species.

### Translation of *trans*-spliced TOP mRNAs is regulated by mTOR

The TOP motif in vertebrate canonical TOP mRNAs (ribosomal proteins and other members of the translational apparatus) is highly conserved and required for growth-dependent translational control via mTOR signalling [7]. A 5′ TOP motif is also enriched in ribosomal protein mRNAs in the ascidian *Ciona intestinalis* [5, 19]. The canonical TOP motif begins with a cytosine and is followed by a stretch of 4–14 pyrimidines [20]. It was recently shown in MEFs that mTOR regulates a broader spectrum of mRNAs [9]. These are enriched for the presence of a TOP-like pyrimidine-enriched motif (a stretch of at least 5 pyrimidines within 4 nucleotides of the transcription start site (TSS)) [9]. The majority of established TOP mRNAs, including those discovered recently, are *trans*-spliced in *O. dioica* [5]. These include 103 out of all 129 (80%) annotated ribosomal proteins (127 ribosomal proteins were expressed in day 6 females), 33 out of 40 eukaryotic translation initiation factors (including 4 out of 5 that are known TOP mRNAs), eukaryotic elongation factor 1A, eukaryotic elongation factor 2, translationally controlled tumour protein (TCTP), vimentin and rack1 (Additional file 10: Table S3). All these TOP mRNAs receive the 40 nt spliced leader (SL) RNA sequence at their 5′ ends. The 5′ end of this SL sequence [21] (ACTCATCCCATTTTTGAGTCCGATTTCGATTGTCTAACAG) is pyrimidine-enriched (12 out of the first 15 nucleotides are pyrimidines), although it starts with an adenine and is interrupted by several purines. This suggests that the 5′ end of the spliced-leader may function as a TOP motif in the mTOR-mediated regulation of translation. Our data showed that the translation of *trans*-spliced TOP mRNAs was suppressed upon the inhibition of mTOR: 51 out of the 60 *O. dioica* ribosomal protein mRNAs with translation significantly repressed by mTOR inhibition are *trans*-spliced (Additional file 10: Table S3).

### *Trans*-spliced transcripts dominate the primary translational response to mTOR inhibition

*Trans*-splicing of mRNAs is not limited to TOP mRNAs but is associated with 39% of all *O. dioica* genes, a subset that is enriched for a wider array of functions related to growth [5]*.* Of the female-expressed genes that we analysed, 43% are *trans*-spliced. Since the translation of *trans*-spliced TOP mRNAs is mediated via mTOR in *O. dioica,* it opens the possibility that all *trans*-spliced mRNAs are potential targets for growth-dependent translational control. Indeed, we found that 352/762 (46%) of transcripts with suppressed translation upon mTOR inhibition are *trans*-spliced, although this is not significantly more than expected given the frequency of *trans*-splicing. Interestingly, however, we found that mRNAs that were suppressed only at the translation level, and not at the transcription level, were enriched for *trans*-spliced transcripts (56% of mRNAs with translation-only suppression are *trans*-spliced compared to 34% of those with both translational and transcriptional responses to mTOR inhibition, Fisher’s exact test *P-*value = 2.97 × 10^− 9^) (Fig. 2b). This shows that *trans*-spliced transcripts dominate the primary translational response to mTOR inhibition and indicates that non-*trans*-spliced transcripts constitute a longer-term, secondary response involving additional, slower transcriptional adjustment of gene expression. Indeed, GO analysis of these subsets revealed that genes with a transcriptional response to mTOR inhibition were enriched for functions related to proteolysis and muscle contraction (Fig. 2a), the latter being characteristic of genes with transcription down-regulated during growth arrest in *O. dioica* [5].

**Fig. 2:**
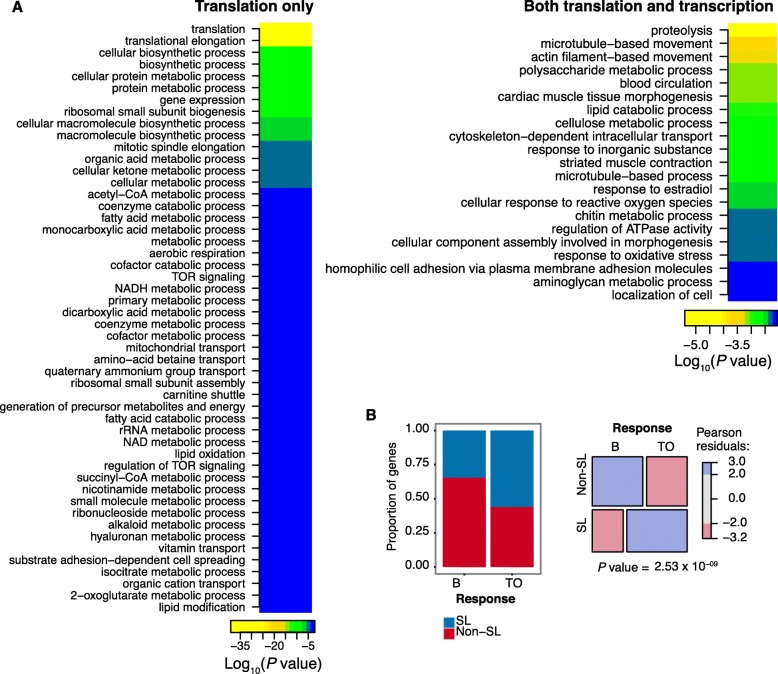
Translational and transcriptional responses to mTOR inhibition. **a** GO analysis of genes with significantly down-regulated translation upon inhibition of mTOR where the response is translational only (left), indicative of a primary response, or both translational and transcriptional (right), indicative of a secondary longer-term response (transcriptional-only comprised only 7 genes and were not analysed further) (**b**) Bar chart (left) shows the proportion of genes with significant down-regulation of translation that are *trans*-spliced (SL) for each response category in (**a**): TO = translation only; B = both translational and transcriptional response. Mosaic plot (right) visualises the Pearson residuals from a corresponding χ^2^ test

### Oocyte-stocked mRNAs are *trans*-spliced and translationally dormant

Surprisingly, given the clear regulation of translation of *trans*-spliced TOP mRNAs, *trans*-spliced genes in female *O. dioica* were, on average, more resistant to mTOR inhibition (mean log_2_ (ΔTE) = − 0.28) than genes that were not *trans*-spliced (mean log_2_ (ΔTE) = − 0.74) (Welch two sample t-test: t = 24.484, df = 14,384, *P*-value < 2.2 × 10^− 16^). *Trans*-spliced transcripts that were not suppressed had significantly lower mean translational efficiencies (mean TE = 1.12), under control conditions, than transcripts that were not *trans*-spliced (mean TE = 2.76) (Welch two sample t-test: t = − 9.6612, df = 11,967, P-value < 2.2 × 10^− 16^) (Fig. 3a) and a significantly higher mRNA abundance (Welch two sample t-test: t = 74.861, df = 12,970, P-value < 2.2 × 10^− 16^) (Fig. 3b). This low level of translation under normal conditions may explain why these transcripts are insensitive to translational suppression via mTOR inhibition. The high abundance but low translation of these mRNAs suggests that they are sequestered: most likely in arrested oocytes, which contain a large fraction of the total RNA pool in this stage of the female *O. dioica* lifecycle and where the majority of transcripts are *trans*-spliced [5]. Fluorescent detection of nascent protein synthesis as well as polysome profiling showed that mRNAs in oocytes are indeed dormant (Fig. 3d,e). Therefore, the majority of weakly-translated, Torin 1-resistant, *trans*-spliced transcripts, likely represent dormant maternal mRNAs stocked in oocytes.

**Fig. 3:**
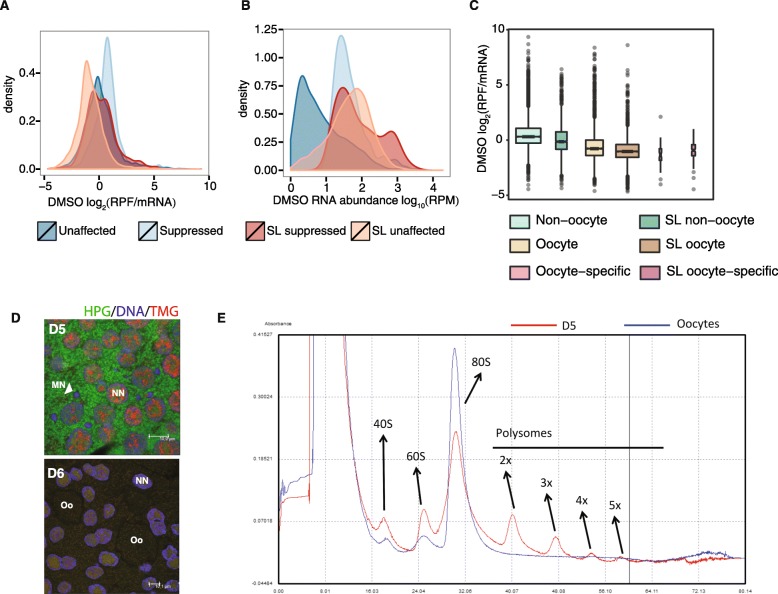
Abundant maternal mRNAs stocked in the oocyte are *trans*-spliced, translationally dormant and resistant to mTOR-inhibition. **a** Distribution of translational efficiencies (ribosome density normalised to mRNA abundance; RPF = ribosome protected fragments) in control (DMSO) animals with transcripts categorised according to the presence of the 5′ spliced leader and their response to mTOR inhibition (suppressed or unaffected). **b** Distribution of mRNA abundances (RPM = reads per million) in control (DMSO) animals with transcripts categorised as in the colour legends under **a** and **b**. **c** Distribution of translational efficiencies in control animals with transcripts categorised by the presence of the 5′ spliced leader and whether or not they are present in oocytes (detected by cap analysis of gene expression (CAGE) or tiling microarray from oocyte samples). **d** The cytoplasm of the coenocyst in day 5 (D5) female gonads, pre-oocyte formation, has a high level of translational activity as indicated by the intensity of green Alexa Fluor® 488 detecting homopropargylglycine (HPG), an amino acid analog that is incorporated during protein synthesis. Nurse nuclei (NN) and meiotic nuclei (MN) are also visible. Oocytes (Oo) that have formed by late day 6 (D6), however, are translationally dormant. Red Alexa Fluor® 568-labelled staining shows the location of mRNAs that have a 5′ trimethylguanosine (TMG) cap, which is present on the spliced leader. DNA was counterstained with blue To-Pro-3 iodide (**e**) RNA from D5 animals have higher levels of polysome occupancy compared to RNA from oocytes, where there are no visible polysome peaks

We used both tiling microarray [22] and cap analysis of gene expression (CAGE) [23] data from *O. dioica* oocytes to determine the set of oocyte-stocked mRNAs. As expected, we found that the translational efficiency of oocyte transcripts in control animals was significantly lower than that of non-oocyte transcripts (mean oocyte log_2_ (TE) = − 0.80; mean non-oocyte log_2_ (TE) = 0.45; Welch two-sample t-test: t = − 57.494, df = 14,002, *P*-value < 2.2 × 10^− 16^) (Fig. 3c, Additional file 4: Figure S4), and the effect of Torin 1 was significantly reduced (mean oocyte log_2_ (Δ) = − 0.17; mean non-oocyte log_2_ (Δ) = − 0.97; Welch two-sample t-test: t = 43.54, df = 12,832, P-value < 2.2 × 10^− 16^). Importantly, we found that 80% (4639/5772) of Torin 1-resistant *trans*-spliced transcripts were present in the oocyte. When we removed oocyte transcripts from our analysis, we found that transcripts with suppressed translation upon mTOR inhibition were enriched for those *trans*-spliced with the SL (28.6% of down-regulated genes are *trans*-spliced compared to 17.5% of unaffected genes; Fisher’s exact test P*-*value = 1.26 × 10^− 7^). This is despite excluding most TOP mRNAs, which have transcripts present in the oocyte. We obtained similar results when excluding all transcripts with low levels of translation (DMSO log_2_ (TE) < 1) under control conditions (36.6% of down-regulated genes were *trans*-spliced compared to 22.9% of unaffected genes; Fisher’s exact test P*-*value = 8.4 × 10^− 11^). These results show that while the effect of mTOR inhibition on TOP mRNAs is clear, its full effect on *trans*-spliced mRNAs in general was masked by the abundance of dormant mRNAs in oocytes. Once this is accounted for our results show that mTOR-regulated mRNAs are enriched not only for *trans*-spliced TOP mRNAs but for *trans*-spliced mRNAs in general.

### A TOP motif is not encoded in the genes of mTOR-regulated transcripts

We next wanted to determine whether or not a TOP-like motif is present at the 5′ ends of translation-suppressed transcripts that were not *trans*-spliced. We obtained transcription start sites (TSSs) at bp-resolution in female animals from CAGE data [23] and examined the 5′ sequences of all expressed transcripts. Out of 2772 robustly expressed, non-*trans*-spliced transcripts, only 4 had a canonical TOP motif and only 66 had 5′ pyridine-enrichment comparable to the SL sequence. A more relaxed definition of a TOP-like motif (a stretch of at least 5 pyrimidines starting within 4 nucleotides of a TSS) [9] was also only present at a low frequency (0.076); lower than in mammalian cells (0.16) [9]. We found no significant enrichment of this motif at the 5′ ends of transcripts that had suppressed translation upon mTOR inhibition in *O. dioica*. Since the SL has a stretch of 5 pyrimidines further downstream we also relaxed the definition of the TOP motif further by searching for a stretch of at least 5 pyrimidines within 15 nucleotides of a TSS but still found no significant enrichment in suppressed transcripts. This indicates that these transcripts are indirect targets of translational suppression resulting from a global down-regulation of translation. In further support, a GO term analysis of mTOR-regulated transcripts lacking a spliced leader revealed an enrichment of functions related to autophagy (proteolysis) and lipid catabolism whereas those that were *trans*-spliced were enriched for known TOP mRNA functions related to protein synthesis. These results provide further evidence that the spliced leader supplies the TOP-like motif necessary for mTOR regulation and that the primary translational response to mTOR-inhibition is dominated by the selective suppression of *trans*-spliced mRNAs.

### *Trans*-spliced transcripts in *C. elegans* are under growth-dependent translational control

We next sought to identify *trans*-spliced TOP mRNAs that are under mTOR regulation in another metazoan species. *C. elegans trans*-splices 70% of its mRNAs to one of two pyrimidine-enriched spliced leaders [4, 24]. SL1 is associated with monocistrons and the first gene in an operon and SL2 is associated with downstream operon genes. Included amongst these are all but one ribosomal protein gene (TOP mRNAs), which are mostly *trans*-spliced with SL1 [5]. A genome-wide study of translation during L1 diapause exit identified ribosomal protein mRNAs as transcripts with the highest translational up-regulation [25]. While no mention of the association of these transcripts with *trans*-splicing was made in this study, the data nevertheless clearly showed that *trans*-spliced ribosomal protein (TOP) mRNAs were targets of nutrient-dependent translational-control. Furthermore, a recent study showed that t*rans*-splicing in *C. elegans* enhances translational efficiency [26].

In order to establish whether or not a relationship exists between the presence of SL1 and/or SL2 at the 5′ end of an mRNA and its translational control during recovery from growth arrest, we re-analysed existing ribosome profiling and mRNA-seq data from L1 diapause exit [25] together with existing data mapping *trans*-splice sites genome-wide in *C. elegans* [24]. We used a total of 10,362 genes that could be tested for differential translational regulation and assigned a *trans*-splicing category with high confidence. Amongst these, we found a strong relationship between the presence of a 5′ spliced leader and translational control during L1 diapause exit in response to food availability (χ^2^ = 711.45, df = 4, *P* value < 2.2 × 10^− 16^) (Additional file 5: Figure S5). Amongst transcripts with up-regulated translation, 54% (786/1460) are *trans*-spliced to SL1 and 18% (260/1460) are *trans*-spliced to SL2, while 414 (28%) lack a 5′ spliced leader (Additional file 5: Figure S5). This constitutes an enrichment of *trans*-spliced transcripts compared to unaffected transcripts (56% of which lack a 5′ spliced leader). These results show that *trans*-spliced TOP mRNAs in *C. elegans* are also under nutrient-dependent translational control, indicating that the spliced leaders in *C. elegans* may be targets of mTOR.

### Exit from growth arrest in *O. dioica* is not dependent on mTOR

Having established that *trans*-spliced transcripts in female *O. dioica* are targets of mTOR-regulated translational control and that translation of *trans*-spliced TOP mRNAs are up-regulated during recovery from growth arrest in *C. elegans*, we next wanted to assess the translational regulation of *trans*-spliced transcripts during recovery from growth arrest in *O. dioica*.

We previously proposed that translational control, rather than transcriptional control, may up-regulate *trans*-spliced growth-related genes during recovery [5]. To test this we performed ribosome profiling followed by deep sequencing, together with total RNA sequencing, on *O. dioica* during growth arrest (stasis: animals were collected on day 7, one day beyond their normal 6-day lifespan) and recovery from growth arrest (release into normal animal density).

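Ribosome profiling sequences the stretches of mRNA that ribosomes shield from nuclease digestion (ribosome protected fragments, RPF), so that the RPF reads on a gene, set against its total RNA reads, measure how heavily its mRNA was translated. Whole *O. dioica* were sampled on day 7 of growth arrest (stasis) or 30 min after their release, and the 2 samples of each state each gave a total RNA and an RPF library, 8 libraries in all. For the total RNA, the methods name the RNEasy kit for the extraction and list an RNAqueous kit among the reagents, and the sample labels name RNAqueous. The authors removed reads from rRNA and tRNA, mapped the others to the genome with TopHat guided by Genoscope gene models, and counted reads per protein-coding gene with Rsubread. Their deposited table holds these read counts, without normalization, for 17212 gene models. The total RNA libraries held 13931680 and 13041273 reads in stasis and 15801289 and 22839600 reads on release (replicates 1 and 2). The RPF libraries held 1488886 and 261745 reads in stasis and 1240592 and 308680 reads on release, so that replicate 2 had the shallower RPF library in both states. The paper's filter of at least 100 reads over all libraries left 14595 gene models. Release was compared with stasis within the 4 total RNA libraries and within the 4 RPF libraries by edgeR's quasi-likelihood test after TMM normalization. Translational efficiency (TE) was tested over all 8 libraries as the interaction of state and assay, with TMM factors set within each assay. The babel package named in the paper's methods was not used here. The table gives no gene names, so names were taken from Table S3, where they are those of human orthologs, and from the annotation in the first 1998 of the 14574 rows of Table S2.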

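Between 14579 and 14587 of the gene models tested had at least 10 reads in a total RNA library. In the RPF libraries the number was 9015 and 2263 in stasis and 8703 and 3088 on release. No RPF read fell on 988 and 5611 gene models in the stasis replicates and on 994 and 4106 in the release replicates. Across genes, which are not independent replicates, log2 normalized counts of the total RNA replicates correlated with r = 0.980 in stasis and r = 0.993 on release. Between RPF replicates r was 0.718 in stasis and 0.824 on release, and between the states it was 0.946 for the RPF libraries of replicate 1 and 0.688 for those of replicate 2. A group of 7 gene models each held over 1% of the reads of an RPF library, and 1134588 and 112396 RPF reads in stasis and 993227 and 180025 on release lay outside them.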

Sequencing generated 27.0 M (stasis) and 38.6 M (release) total RNA exon-mapped reads and 1.8 M (stasis) and 1.5 M (release) RPF exon-mapped reads, across two biological replicates.

We detected 1601 genes with significantly up-regulated transcription and 638 with significantly down-regulated transcription during release from stasis. 

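At a Benjamini-Hochberg adjusted p threshold of 0.05, edgeR's quasi-likelihood test gave 993 gene models with higher and 332 with lower total RNA on release, of which 351 and 96 changed by at least 1 log2 unit. The largest increase that separated both release from both stasis samples was in GSOIDT00006036001, annotated as pyruvate kinase in Table S2. Its normalized total RNA (CPM, counts scaled to library size with TMM factors) was 30.5 ± 2.27 (SD, n = 2) in stasis and 203 ± 11.0 (SD, n = 2) on release, a log2 fold change of 2.74 (standard error 0.12, edgeR adjusted p = 0.0120). Standard errors given with edgeR values were calculated back from the test, as the size of the change over the square root of F. GSOIDT00002159001 rose from 8.93 ± 2.74 to 47.2 ± 14.0 CPM (log2 fold change 2.40, standard error 0.29, edgeR adjusted p = 0.0255). The largest decreases were in GSOIDT00008871001, from 4.49 ± 0.277 to 0.745 ± 0.0691 CPM (log2 fold change -2.59, standard error 0.28, edgeR adjusted p = 0.0246), and in GSOIDT00013833001, from 37.2 ± 14.5 to 10.1 ± 1.12 CPM (log2 fold change -1.87, standard error 0.29, edgeR adjusted p = 0.0268). The reference gene of Table S4, EF1 delta, had 69.2 ± 2.90 CPM in stasis and 62.4 ± 1.09 CPM on release, a difference that did not pass the threshold (log2 fold change -0.15, standard error 0.10, edgeR adjusted p = 0.336). Scaled to library totals in place of TMM, the median change of all genes moved from -0.02 to -0.16, and 675 gene models were higher and 888 lower. The number of calls also rested on single samples. It was 2640 higher and 2156 lower without stasis replicate 2 and 2227 higher and 1318 lower without stasis replicate 1, and it was 0 in both directions without either release replicate (1560 higher and 838 lower at an unadjusted p under 0.05 without release replicate 1, 1423 and 523 without release replicate 2).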

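In the rows of Table S2 used here, which are the top of a table sorted by the response to Torin 1, 22 gene models were annotated with muscle terms (troponin, tropomyosin, myosin chains, myosin-binding protein, calsequestrin, alpha actin or muscle), and 21 of them had enough reads to be tested. Total RNA was higher on release for 18 of these 21, with a median log2 fold change of 1.08 and a range from -0.76 to 1.85. Scaled to library totals, it was higher for 16. At an unadjusted p under 0.05, 11 were higher and 1 was lower. After adjustment over all genes, 1 remained, GSOIDT00015647001 (tropomyosin alpha-1 chain), which rose from 8.94 ± 1.39 (SD, n = 2) to 27.8 ± 9.18 (SD, n = 2) CPM (log2 fold change 1.63, standard error 0.27, edgeR adjusted p = 0.0299). The muscle gene model with the most total RNA, GSOIDT00010986001 (embryonic muscle myosin heavy chain), had 716 ± 52.2 (SD, n = 2) CPM in stasis and 1547 ± 929 (SD, n = 2) CPM on release, a difference within the spread between the release replicates (edgeR adjusted p = 0.144). The release replicates also lay far apart for GSOIDT00017172001 (804 ± 528 CPM) and GSOIDT00005710001 (544 ± 319 CPM), but close for GSOIDT00011363001 (81.9 ± 1.40 CPM). How far the median of the list rests on 1 release replicate was not tested. Because these rows are a part of the table, no enrichment was tested, and *trans*-splicing across all genes was not analysed here.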

Consistent with our previous observations [5], genes that were transcriptionally up-regulated were enriched for muscle-related GO terms and *trans*-splicing was under-represented in this set (Additional file 6: Figure S6).

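For TE, edgeR's quasi-likelihood test of the interaction called 0 gene models higher and 0 lower after Benjamini-Hochberg adjustment, with a smallest adjusted p of 0.680. At an unadjusted p under 0.05, 357 were higher and 510 lower. DESeq2 called 4 higher and 9 lower among the 7804 gene models to which it gave an adjusted p, and limma-voom called 0 in either direction. Without stasis replicate 1 the edgeR test called 5 higher and 46 lower, and without stasis replicate 2 it called 44 higher and 123 lower. Without release replicate 1 it called 0 (314 and 293 at an unadjusted p under 0.05), as it did without release replicate 2 (135 and 163). In simulated libraries without any change the same test made calls in 19 of 20 sets, with a median of 29.5 gene models, where the real libraries gave 0, so the simulation did not match the real libraries in full. In simulated libraries with changed genes, 2 of 100 gene models whose TE was changed by 1 log2 unit and 5 of 100 changed by 2 log2 units were called by this test. Calculated as in the paper's methods, from reads scaled to the library total (RPM) averaged over replicates, TE could be compared for 13343 gene models with RPF and total RNA reads in both states. The median log2 change in TE on this scale was 0.29, with 62.3% of gene models above 0, and 3142 rose and 1651 fell by more than 1 log2 unit. Without stasis replicate 2 the median was -0.01, and 2198 rose and 2132 fell by more than 1 log2 unit. Without release replicate 2 the median was 0.53, with 4106 and 1206 gene models. In the RPF libraries alone, edgeR called 0 gene models higher and 1 lower (53 and 108 at an unadjusted p under 0.05, and 0 by DESeq2). This gene model, GSOIDT00013072001, named after its values were seen, had 17 and 68 RPF reads in stasis and 25 and 2 on release, so its replicates overlapped (log2 fold change -3.57, standard error 0.75, edgeR adjusted p = 0.0255). With a replicate block, which gave 1 gene model higher and 0 lower, its log2 fold change was -1.81 and did not pass the threshold. Without stasis replicate 2 its log2 fold change was 0.37. The RPF calls were 6 higher and 33 lower without stasis replicate 1, 8 higher and 0 lower without stasis replicate 2, and 0 without either release replicate.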

We then analysed differential translational efficiency and found 1382 genes with significantly up-regulated translational efficiency upon release from stasis and only 28 significantly down-regulated (Fig. 4). 

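Table S3 lists 88 *O. dioica* genes whose human orthologs are TOP mRNAs, and 72 of them are ribosomal protein genes by the symbol of the ortholog. The paper's own list of ribosomal proteins was not used here. Of the 72, the number with significantly higher TE was 0, both adjusted over all genes and adjusted over the list alone (edgeR's quasi-likelihood test), with 1 higher and 1 lower at an unadjusted p under 0.05. The 0 over all genes was fixed, since 0 of all gene models were called in that test. Adjusted over the list alone, 1 was lower without stasis replicate 1. Their median log2 change in TE was -0.11 (quartiles -0.25 and 0.11) beside -0.03 for the other genes, and 27 of the 72 lay above 0 (edgeR's camera, two-sided, n = 72 genes, p = 0.565). The mean was 0.02, on the other side of 0, because of 1 of the RPL32 gene models (GSOIDT00006994001), with 0 RPF reads in both stasis libraries and 3 and 2 on release, which was also the gene higher at an unadjusted p under 0.05. Without release replicate 1 the median was 0.06 beside -0.42 for the other genes, and without stasis replicate 1 it was -0.10 beside 0.69. Scaled to library totals, 59 of the 72 lay above 0 with a median of 0.19, while the median of all genes was 0.22. In total RNA the ribosomal protein genes had a median log2 fold change of 0.09 beside -0.02 for the others (camera, n = 72 genes, p = 0.616), and scaled to library totals it was -0.05. This comparison rested on single samples, with medians of -0.04 without stasis replicate 1 (camera, n = 72 genes, p = 0.0331) and 0.21 without stasis replicate 2 (p = 0.00835). RPL7A (GSOIDT00010732001) was the ribosomal protein gene called in total RNA (log2 fold change 1.44, standard error 0.30, edgeR adjusted p = 0.0448), and its TE change was -1.88 (standard error 0.60, edgeR adjusted p = 0.819). Adjusted over the list alone, 0 were called in total RNA (smallest edgeR adjusted p = 0.242). With library totals 0 were called as well (smallest edgeR adjusted p = 0.0545). With a replicate block, or at least 10 reads in every library, 1 was called over all genes. In a single set of simulated libraries for each case, a shift of 0.5 log2 units in the RPF reads of the 72 genes gave a camera p of 0.00214 and no shift gave 0.418. Genes were drawn independently there, with no variation shared by the genes of a library. These sets therefore cannot show that such a shift would have been found in the real libraries.

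**Figure D1:**
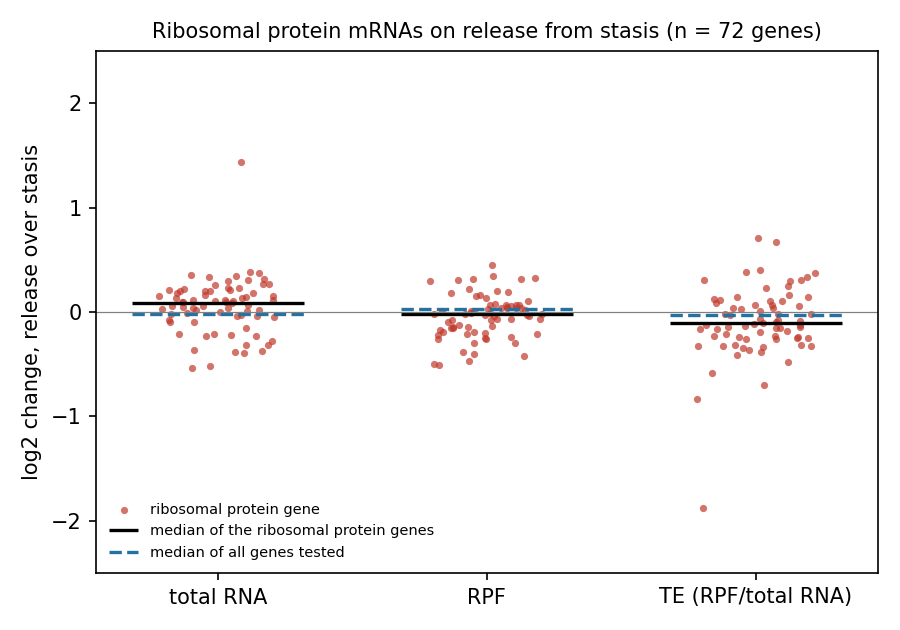
Log2 change on release over stasis of the 72 ribosomal protein genes in total RNA, in RPF and in TE (RPF/total RNA), each point being 1 gene, with the median of these genes (solid line) and of all genes tested (dashed line), from TMM-normalized counts. The medians lie at 0.09 in total RNA, -0.02 in RPF and -0.11 in TE, and 2 values of the RPL32 gene model without stasis RPF reads, in RPF and TE, lie above the axis limit of 2.5; scaled to library totals the medians are -0.05, 0.15 and 0.19.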

Surprisingly, we found that only 8/129 ribosomal protein mRNAs were up-regulated (Fig. 4b). *Trans*-spliced transcripts were not over-represented in the set of up-regulated genes and the mean change in translational efficiency was not significantly different between *trans*-spliced and non-*trans*-spliced transcripts (t-test: t = − 0.32652, df = 13,368, *P* value = 0.744). 

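The presence of the spliced leader was compared within Table S3, where it is given for every gene, with 79 *trans*-spliced and 9 non-*trans*-spliced genes. The TE change lay above the median of all genes tested for 33 of the 79 (41.8%) and for 6 of the 9 (66.7%), which did not differ by Fisher's exact test (two-sided, p = 0.177, adjusted p = 0.472 over 8 such tests). The median log2 change in TE was -0.11 for *trans*-spliced and 0.07 for non-*trans*-spliced genes. The means were -0.06 ± 0.44 (SD, n = 79) and 0.92 ± 2.74 (SD, n = 9), the spread of the latter coming from the RPL32 gene model without RPF reads in stasis. Among the ribosomal protein genes alone, 24 of 65 *trans*-spliced and 6 of 7 non-*trans*-spliced genes lay above that median (Fisher's exact test, two-sided, p = 0.0183, adjusted p = 0.146). For the change in total RNA the numbers were 52 of 79 and 6 of 9 (Fisher's exact test, p = 1). Genes are not independent replicates, so these Fisher p-values do not measure the spread between samples. The 8 tests also overlap, since most repeat the same comparison with another cut, a part of the genes or a sample left out. With each sample left out in turn, the share of *trans*-spliced minus that of non-*trans*-spliced genes above the median was between -13.8 and -5.34 percentage points.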

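The 21 muscle-annotated gene models tested, from the part of Table S2 used here, had a median log2 change in TE of -0.51, ranging from -3.10 to 1.83, and 9 of them lay above 0. In edgeR's quasi-likelihood test of TE, 0 were called higher or lower, with 0 higher and 2 lower at an unadjusted p under 0.05. Their RPF reads alone had a median log2 fold change of 0.30, with 14 of 21 above 0 and 4 higher at an unadjusted p under 0.05. Scaled to library totals, 10 lay above 0 in TE and 18 in RPF. Hormone and cell cycle terms were not analysed here, since they need the annotation of all genes.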

GO terms that were over-represented in the set of genes with up-regulated translational efficiencies included terms related to muscle contraction, hormone regulation and the cell cycle (Additional file 7: Figure S7), rather than terms typical of the mTOR-dependent translatome we identified in our mTOR-inhibition experiments.

**Fig. 4:**
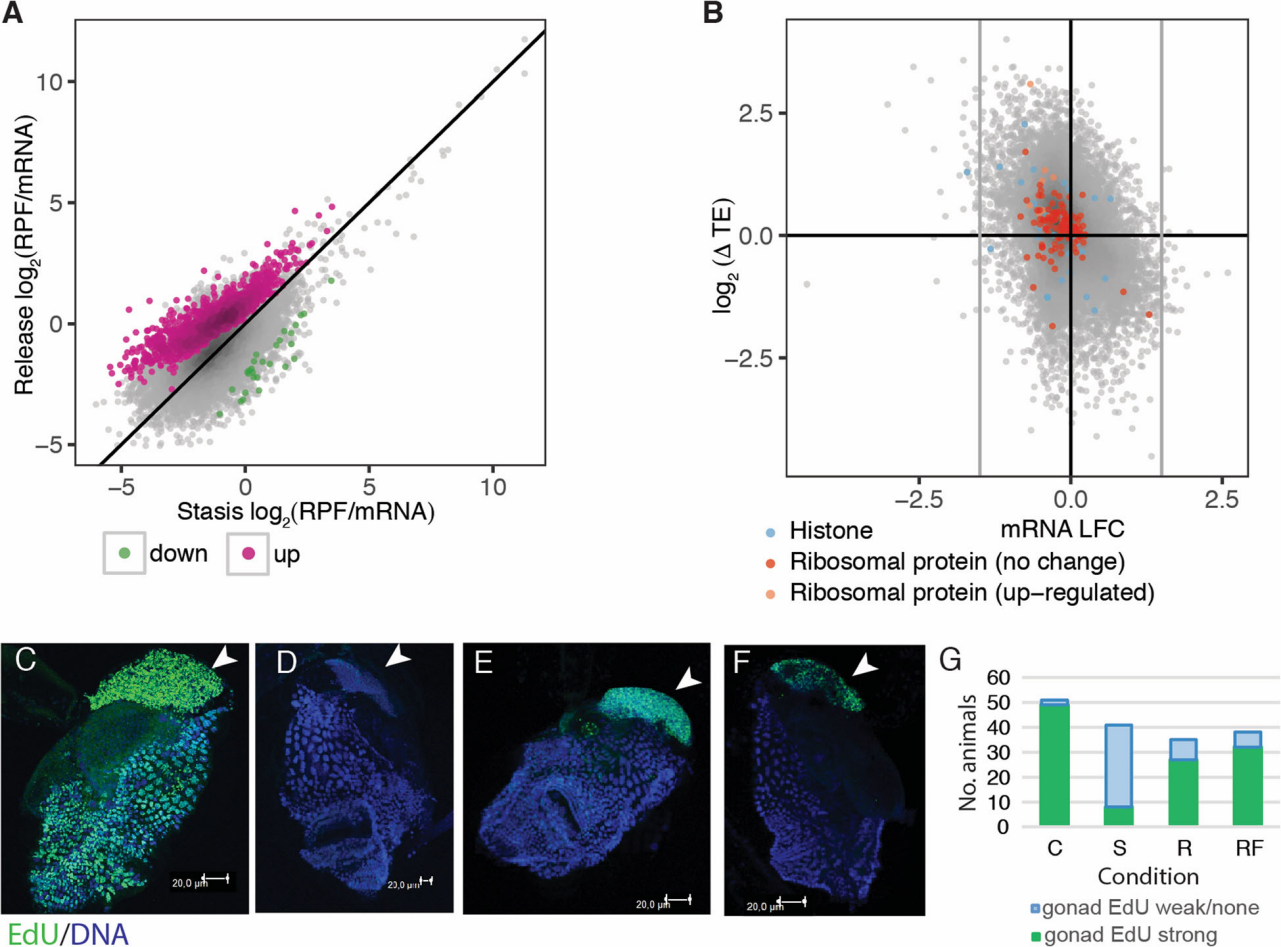
The growth arrest recovery translatome of *O. dioica*. Animals were cultured under dense conditions before being released by dilution in the presence of food. **a** Median translational efficiency (RPF/mRNA = ribosome protected fragment density/mRNA density) of mRNAs from 2 replicates for growth arrested and released animals with transcripts identified as having significantly up- or down-regulated translation highlighted. **b** Degree of change in translational efficiency upon release from stasis (y-axis) against log fold change in mRNA abundance (x-axis) with known mTOR-independent (histone mRNAs) and mTOR target (ribosomal protein mRNAs) gene categories highlighted. The majority of mTOR targets are not up-regulated upon release from stasis. **c**-**g** EdU incorporation (DNA replication: green) was restored in the germline (top in each image, as indicated by arrows) 12 h after animals were released from the crowded conditions of growth arrest independent of food supply confirming that a change in density rather than increased food availability is the primary trigger for exiting a growth-arrested state in *O. dioica* (DNA was counterstained with blue To-Pro-3 iodide). **c** normal day 3; **d** growth arrest; **e** release without food; **f** release with food; **g** number of animals showing extensive DNA synthesis under all four conditions (C = normal day 3 control; S = stasis; R = release without food; RF = release with food)

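Across all genes tested, the change in total RNA and the change in TE had a Pearson r of -0.28 and a Spearman rho of -0.42. Total RNA enters both values, so that a negative correlation arises with no effect. In 20 simulated sets of unchanged libraries with the same depths, and spreads from the fitted trend, r was -0.11 on average (range -0.12 to -0.09) and rho was -0.17. Genes were drawn independently in these sets, which did not match the real libraries in full, so their values are a rough baseline. Restricted to the 1804 gene models with at least 10 reads in every library, r was -0.72, where the simulated sets under the same minimum gave -0.28 on average (range -0.31 to -0.24). Over all genes it was -0.05 without stasis replicate 1 and -0.12 without release replicate 1, for which no unchanged libraries were simulated. Genes are not independent replicates, and no p-value was taken across them. In the rows of Table S2 used here, 5 gene models carried a histone annotation, of which 3 had too few reads to be tested. The change in TE of the others was -0.46 (standard error 0.89) for GSOIDT00012584001 (histone H2A) and -1.66 (standard error 1.36) for GSOIDT00004984001 (histone chaperone asf1a), with edgeR adjusted p of 0.968 and 0.866.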

These results show that up-regulation of nutrient-dependent growth-related genes (genes regulated by mTOR) is not the initial response to release from growth arrest in *O. dioica.* Supporting this, replication tracing by EdU incorporation showed that endocycling, which is suppressed during growth arrest, resumed in released animals regardless of whether or not food was available (Fig. 4c-g).

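Over all 88 genes of Table S3, the median log2 change in TE on release was -0.10, beside -0.03 for the other genes (edgeR's camera, two-sided, n = 88 genes, p = 0.968). The 59 genes whose TE was suppressed by Torin 1 in the paper's mTOR-inhibition experiment had a median of -0.10 (camera, n = 59 genes, p = 0.568), and the 29 unaffected genes had a median of -0.09 (n = 29 genes, p = 0.413). The mean of these 29 was 0.29, and it was 0.015 over the 27 with RPF reads in stasis, which leaves out the RPL32 gene model GSOIDT00006994001 and 1 other. Adjusted over 7 such set tests, including those of total RNA and RPF, no p was below 0.863, and no list passed under fry or under camera with an estimated correlation. Single samples decided some of these tests. The RPF change of the ribosomal protein genes was lower than that of the other genes by camera without stasis replicate 1 (n = 72 genes, p = 0.00395) and without release replicate 2 (n = 72 genes, p = 0.00230), but higher without stasis replicate 2 or release replicate 1 (n = 72 genes, p = 0.0681 and 0.0737). The total RNA of the 88 genes was lower without stasis replicate 1 (camera, n = 88 genes, p = 0.0164) and higher without stasis replicate 2 (n = 88 genes, p = 0.0293). Scaled to library totals, the median of the 88 genes was 0.19 beside 0.22 for the other genes, and without release replicate 1 it was 0.06 beside -0.42. Among the TOP mRNAs the paper names besides ribosomal proteins, EEF1A1 (GSOIDT00006619001) had 334 ± 0.870 (SD, n = 2) CPM of total RNA in stasis and 544 ± 224 (SD, n = 2) on release, and a TE change of -1.15 (standard error 0.59, edgeR adjusted p = 0.828). EEF2 (GSOIDT00003020001) had 2756 ± 452 and 1956 ± 233 CPM and a TE change of 0.96 (standard error 0.47, edgeR adjusted p = 0.825). PABPC1 (GSOIDT00001070001) was lower in total RNA, from 259 ± 5.04 to 162 ± 15.2 CPM (log2 fold change -0.67, standard error 0.12, edgeR adjusted p = 0.0352), and its TE change was 1.27 (standard error 0.51, edgeR adjusted p = 0.819). The TE changes of TPT1 (GSOIDT00000824001), VIM (GSOIDT00012325001) and GNB2L1 (GSOIDT00007647001) were 0.51, -0.88 and -0.17, each within 1.5 standard errors of 0, and that of GNB2L1 was 0.18 with library totals. The paper finds few ribosomal protein mRNAs with higher TE and no over-representation of *trans*-spliced transcripts. It sets the over-represented muscle, hormone and cell cycle terms against those of the mTOR-dependent translatome of its inhibition experiments, and concludes from these results that growth-related genes regulated by mTOR are not the first to respond to release. The EdU experiment it adds was not analysed here.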

## Discussion

We have shown that *trans*-splicing of a spliced leader sequence to the 5′ ends of mRNAs is associated with growth-dependent translational control in two different metazoans.

Inhibiting mTOR in *O. dioica* revealed a typical mTOR-dependent translatome with classical TOP mRNAs as primary targets. These TOP mRNAs do not contain the highly conserved TOP motif, as in other species, but are instead *trans*-spliced with a leader sequence resembling the pyrimidine-enriched TOP-like motif. Our results support a working model where the SL performs the same role as a TOP motif in permitting nutrient-dependent translational control of mRNAs via mTOR (Fig. 5). Nutrient-induced recovery from L1 arrest in *C. elegans* involves the translational up-regulation of mTOR-regulated transcripts that are also *trans*-spliced.

**Fig. 5:**
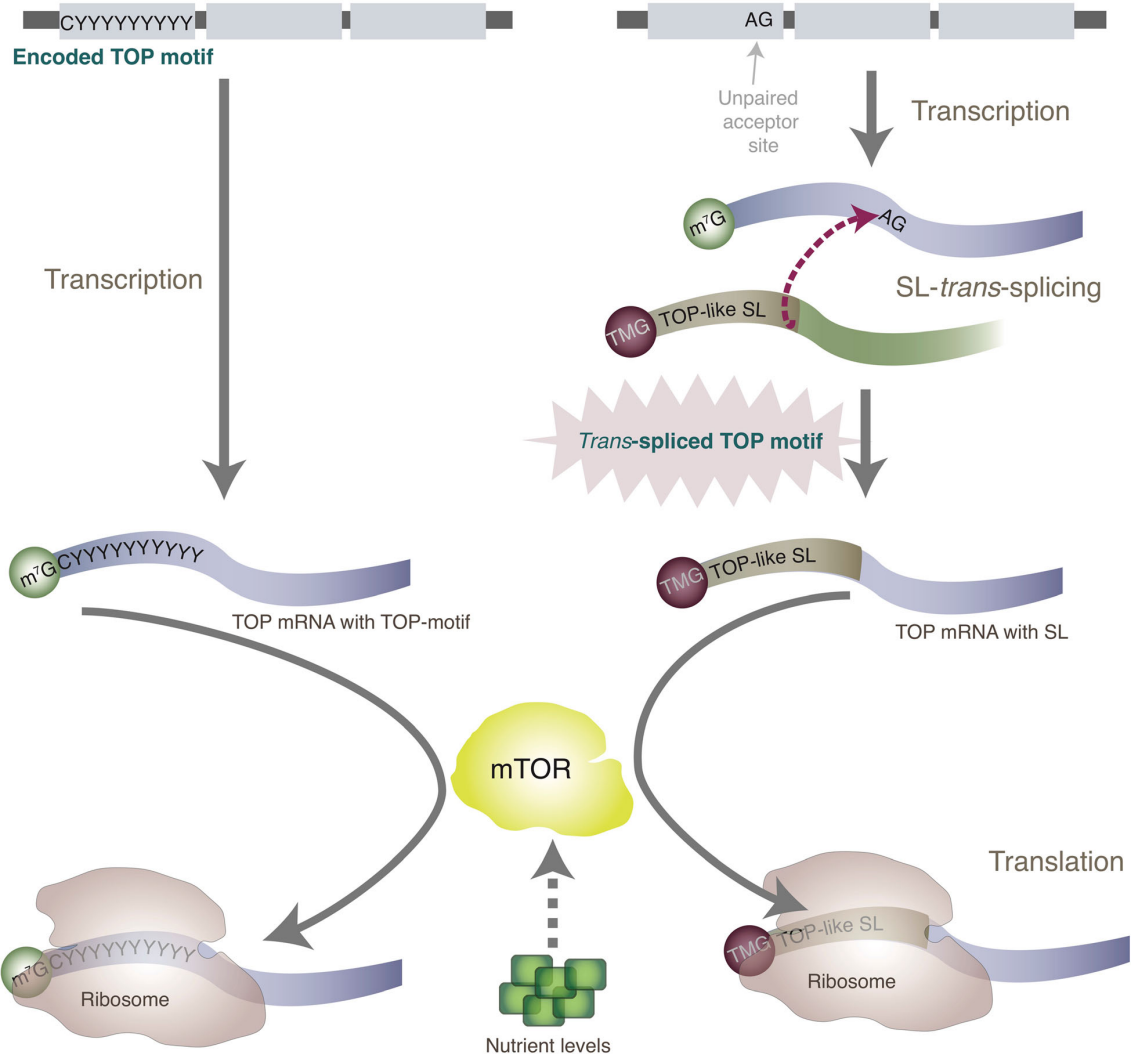
Translational control of TOP mRNAs. Schematic shows our working model for the translational control of TOP mRNAs in animal genomes where a TOP motif is encoded at gene loci (left) and in animals where a TOP-like sequence is added post-transcriptionally via *trans*-splicing (right). The nutrient-dependent translation of classical TOP mRNAs (predominantly ribosomal proteins) in mammalian cells is controlled via mTOR signalling and requires a 5′ Terminal Oligopyrimidine Tract (TOP motif). In *O. dioica* and *C. elegans,* the TOP motif is not encoded in the 5′ UTRs of many such genes, but instead, these mRNAs are *trans*-spliced with a spliced leader (SL) that has a pyrimidine-enriched 5′ end and a 5′ trimethylguanosine (TMG) cap. We showed that the translation of these *trans*-spliced TOP mRNAs was mediated by mTOR in *O. dioica* suggesting the potential for remarkable evolutionary innovation, and flexibility, in the regulation of growth in these animals

The potential survival advantage of an association between mTOR and the spliced leader may be a key driving force in the evolution (or retention) of *trans*-splicing. The *trans*-splicing of translational control motifs may also permit the rapid evolution of new targets for mTOR-regulation, given that all that is required is an unpaired acceptor site for *trans*-splicing of the spliced leader, rather than the evolution of the complete TOP motif. In addition, the regulation of *trans*-splicing itself allows for the switching on or off of mTOR targets at different stages of the life cycle. This may be achieved through the use of alternative start sites that either include or exclude the *trans*-splice site. Supporting this, a male-specific promoter motif recently identified in *O. dioica* [23] causes the exclusion of *trans*-splice sites, and consequently the lack of a spliced leader on resulting transcripts, in many cases.

Given the strong association of *trans*-splicing with maternal mRNA, mTOR regulation via the spliced leader may be an underlying mechanism for the adjustment of egg numbers according to nutrient levels in *O. dioica* [11]. This implicates *trans*-splicing as a possibly important, molecular-level mediator of population levels in this abundant zooplankton.

Our results suggest that the initial trigger for an exit from growth arrest in *O. dioica* is not primarily an increase in nutrient levels. Instead, the animals appear to be responding more to the return to normal animal densities. This indicates that growth arrest in *O. dioica* exhibits some similarity to dauer arrest in *C. elegans*, which relies on the relative amounts of a dauer pheromone and a “food signal” (rather than L1 arrest, which is induced by starvation). The search for pheromones in *O. dioica* would shed further light on this.

Our observations of animals that were released from growth arrest with and without food indicate that nutrition is, however, critical for the maturation (gametogenesis) of *O. dioica.* Animals that were released with food matured, spawned and died normally after 3 days whereas animals without food died after 3 days with under-developed gonads and did not spawn (data not shown). This is in agreement with our findings that the translation of *trans*-spliced TOP mRNAs is regulated by mTOR during oogenesis (day 6), as well as previous findings that egg numbers are dependent on nutrient levels [11]: without food animals do not have sufficient resources to produce oocytes so they die without spawning. Interestingly, animals that matured after release with food were predominantly females (81.7% females vs 18.2% males; average from 3 experiments where animals were released in the presence of food). The reason for this is at present, unclear.

Despite sharing a common 5′ end motif in the SL, not all *trans*-spliced transcripts were affected by mTOR inhibition. We showed that many *trans*-spliced TOP mRNAs were stocked in oocytes and were translationally dormant, which largely accounts for this resistance. Interestingly, however, we also found a small subset of 21 actively translated *trans*-spliced transcripts in *O. dioica* that were resistant to Torin 1. Furthermore, in *C. elegans*, while there was an enrichment of *trans*-spliced transcripts in the set of transcripts with up-regulated translation during L1 diapause exit, a large fraction (59%; 753/1282) of transcripts with down-regulated translation are also *trans*-spliced (with SL1). This may indicate cell-type specific sequestering of a subset of SL1 transcripts upon recovery. The translation of several known TOP mRNAs is regulated in a cell-type specific manner [27] and some, including poly(A) binding protein (PABP), contain downstream sequence motifs that can override the TOP motif [18]. It is possible, therefore, that mRNAs share regulatory motifs in the SL sequence but respond differently to mTOR depending on their cell-type and sequence contexts. Additional tissue- and developmental stage-specific SL-CAGE datasets would be beneficial to explore this further.

## Conclusion

Here we showed that the translation of *trans*-spliced TOP mRNAs, which determines the levels of protein synthesis in the cell, and therefore growth, was regulated by mTOR in *O. dioica*. These mRNAs were under nutrient-dependent translational control during a developmental stage in which the majority of transcriptional output is allocated towards egg production. Our results are consistent with a working model where *trans*-splicing could provide an evolutionary advantage in the ability to rapidly alter resource allocation during vitellogenesis according to nutritional cues from the environment. We also showed that initial recovery from growth arrest in *O. dioica* was not triggered by increased nutrient levels and, accordingly, that the translational response was not dominated by *trans*-spliced transcripts. Further work on a range of additional metazoans would provide further insight into the evolution of *trans*-splicing and its role in translational control during oogenesis. Additional mechanistic data are also required to show unequivocally that the 5′ end of the SL is the primary target of mTOR regulation in these species.

## Methods

### Materials

Reagents were obtained from the following sources: antibodies to phospho-4E-BP1 (Thr37/46) from Cell Signalling (#2855); H3 antibodies from Abcam (#ab1791); anti-rabbit IgG secondary antibodies from KPL (#074–1506); Lambda Protein Phosphatase (Lambda PP) from New England Biolabs (#P0753S); ARTseqTM kit from Epicentre (#RPHMR12126); RNaqueous kit from Ambion (#AM1912); Torin 1 from Tocris (#4247); protease inhibitor cocktail from Sigma-Aldrich (P2714-1BTL); Halt™ Phosphatase Inhibitor Cocktail from Thermo Scientific (#78420); precast gels from BioRad (#4566033 and #4565013); To-Pro-3 iodide from Molecular Probes (#T3605); VECTASHIELD® from Vector Laboratories (#H1000); EdU from Thermo Fisher Catalog (#A10044); Click-iT™ HPG Alexa Fluor™ 488 Protein Synthesis Assay Kit from Thermo Fisher (#C10428); TMG-cap antibodies from Santa Cruz (#sc-32,724); Zymo RNA Clean & Concentrator-25 kit (#R1018); Ribo-Zero (#MRZG12324); Clarity Western ECL Substrate from BioRad (#170–5060).

### Culture of animals

Animals were cultured as previously described [28].

### Collection of day 6 females for ribosome profiling

At day 6, 80 female animals were transferred to 3 L beakers of seawater containing regular algal food concentrations and treated with either 1 μM of Torin 1 (treatment) or DMSO (vehicle control). Animals were collected after 1.5 h and examined under a microscope to confirm they were female and to remove their houses. The majority of collected animals were washed in PBS and frozen in liquid nitrogen for ribosome profiling. A small sample of animals collected for each replicate was added to 2x Laemmli buffer (4% SDS, 10% 2-mercaptoethanol, 20% glycerol, 0.004% bromophenol blue, 0.125 M Tris HCl) in a 1:1 ratio and frozen in liquid nitrogen for Western blot to confirm the absence of phosphorylated 4E-BP1 upon Torin 1 treatment.

### Collection of animals during recovery from growth arrest for ribosome profiling

Animals were collected as previously described [5] at day 7 of growth arrest and 30 min following release, with 700–1000 animals collected per sample.

### Preparation of RPF libraries

We used the ARTseq^TM^ kit and followed the kit protocol with minor modifications. Briefly, animal samples were thawed in lysis buffer, omitting cycloheximide to avoid a 5′ end bias. Lysates were clarified by centrifugation for 10 min at 20,000 x g at 4 °C. Amount of ARTseq nuclease was optimized, following steps in the ARTseq kit protocol, resulting in 2 units used to digest RNA. Monosomes were purified using MicroSpin S-400 columns and centrifugation for 2 min at 600 x g. Ribosome protected RNA fragments (RPFs) were purified using Zymo RNA Clean & Concentrator-25 kit. rRNA was removed using Ribo-Zero and RPFs PAGE purified, eluted and precipitated and resuspended in nuclease-free water and libraries prepared for sequencing following the kit protocol. Libraries were prepared in three biological replicates.

### Preparation of total RNA libraries for ribosome profiling

Total RNA was extracted from a subset of animals from each sample (15 day 6 females; 160–250 stasis/release) using the RNEasy kit and rRNA removed using Ribo-Zero. RNA was heat fragmented prior to library preparation using the ARTseq kit protocol and reagents. Libraries were prepared in three (day 6 females) or two (stasis/release) biological replicates.

### Western blots

Samples were lysed with 2x Laemmli buffer (4% SDS, 10% 2-mercaptoethanol, 20% glycerol, 0.004% bromophenol blue, 0.125 M Tris HCl) in a 1:1 ratio followed by mechanical disruption using disposable pestles or vortex. Mixtures were heated at 95 °C for 5 min followed by 5 min centrifugation. Whole cell extracts were fractionated by SDS-PAGE using precast stain free gels. Proteins were transferred to a 0.45 μm nitrocellulose membrane (GE Healthcare Life Science) and blocked in 5% BSA diluted in 1x TBST (Tris Buffer Saline with 0.1% Tween-20) for 1 h at room temperature. Primary and secondary antibodies were diluted in blocking buffer (1:1000 and 1:2000, respectively) and membranes developed with the Clarity Western ECL Substrate (BioRad), according to the manufacturer’s recommendations.

### RT-qPCR validation

RNA was extracted from the same subset of the samples used for polysome profiling (2 biological replicates for DMSO-treated D6 females and 2 biological replicates for Torin1-treated D6 females) using a phenol-chloroform extraction [29]. Briefly, 1 volume of acid phenol:chloroform:isoamyl alcohol (pH 4.5) was added and incubated at 65 °C for 5 min. Samples were centrifuged at 15,000 x g at room temperature for 5 min, followed by transfer of the aqueous phase and a second addition of 1 volume acid phenol:chloroform:isoamyl alcohol (pH 4.5) and centrifugation. Aqueous phase was transferred and 1 volume chloroform-IAA (24:1) added. After separation of phases by centrifugation, the RNA was precipitated by addition of 1 volume isopropanol, 0.1 volume NaOAc and glycogen while incubated at − 20 °C overnight. RNA was pelleted by centrifugation, washed once in 80% ethanol, and redissolved in water. Genomic DNA was removed by Turbo DNase treatment and cleaned up with Zymo RNA Clean & Concentrator-25 kit (#R1018).

cDNA was synthesized using 400 ng of RNA per reaction, random hexamers and SOLIScript reverse transcriptase (following manufacturer’s instructions, #06–35-00050). cDNA samples were diluted as necessary for qPCR reactions. The RT-qPCR was performed in 20 μl reactions using SsoAdvanced Universal SYBR®Green Supermix from BioRad (#172–5274). Primers were designed (Additional file 11: Table S4), commercially synthesized by Sigma Aldrich and used at a final concentration of 500 nM each (forward and reverse). Elongation factor 1-delta was used as a normalization control, using quadruplicate technical replicates for all reactions. Reactions were run on the CFX96 (BioRad) following the program; 95 °C for 5 min, 40 cycles of 95 °C for 15 s, 58 °C for 20 s and 72 °C for 20 s, and one cycle at 72 °C for 5 min. Relative expression of genes tested was measured using the reference gene and delta-Ct values. DMSO and Torin 1 results were compared to each other for each gene tested using a Welch two-sample t-test.

### Ribosome profiling sequencing data analysis

Libraries were sequenced on two Illumina rapid flow cells at the Genomics Core Facility at the Norwegian University of Science and Technology (NTNU). We clipped adapter sequences from reads before mapping to *O. dioica* rRNA and tRNA sequences using Genoscope annotations and Bowtie2. Remaining reads were mapped to the *O. dioica* reference genome using TopHat and Genoscope gene model annotations as a guide. We used the R package *Rsubread* to calculate read counts for each protein-coding gene and the R package *babel* [30] for differential translational efficiency analysis. Genes with fewer than 100 reads across all samples were excluded from further analysis. This gave us a final set of 14,574 expressed genes. We used previously published CAGE data mapping SL-*trans*-splice sites genome-wide [5] and classed a gene as SL *trans*-spliced if there was a *trans*-splice site within the gene body or within a 500 bp upstream region, if it was supported by > 1 tag count and if it had an ‘AG’ acceptor site motif immediately upstream. Trends in translational efficiency changes were analysed by normalising all read counts to reads per million (RPM) for each library, averaging replicates and normalising RPF RPM to total RNA RPM for each gene model.

### Cap analysis of gene expression (CAGE)

We extracted locations of TSSs in day 6 females from an existing CAGE data set [23]. We used the sequence immediately downstream of TSSs to search for TOP and TOP-like motifs.

### Defining oocyte transcripts

We used tiling array data [22] and CAGE [23] data generated from *O. dioica* oocytes to define oocyte-stocked mRNA transcripts.

Any gene with an average probe intensity > 0 in the tiling array data or associated with a dominant CAGE TSS ≥ 1 tpm within the gene body or 500 bp upstream region were classed as oocyte transcripts.

### Gene ontology (GO) analysis

We used *O. dioica* GO annotations [22] and the Bioconductor *GOstats* package in R to compute hypergeometric *P*-values for over-representation of GO terms.

### Collection of immature day 6 females for polysome profiling

At day 5, female animals were separated from males, by visual inspection under a microscope, and cultured under normal conditions to day 6. At day 6, 80 immature animals were transferred to 3 L beakers of seawater containing regular algal food concentrations and treated with either 1 μM of Torin 1 (treatment) or DMSO (vehicle control). Animals were collected after 1.5 h and examined under a microscope to remove their houses. Collected animals were washed in PBS and frozen in liquid nitrogen.

### Polysome profiling

Samples were lysed with mammalian lysis buffer (200 μl 5x Mammalian polysome buffer, 100 μl 10% Triton X-100, 10 μl 100 mM DTT, 10 μl Dnase I (1 U/μl), 678 μl Nuclease-free water) supplemented with 2 μl cyclohexamide. Lysates were placed on a sucrose gradient (15–45%) and centrifuged in a SW41 rotor at 36,000 rpm for 2 h at 4 °C. Gradients were fractionated using the Piston Gradient Fractionator (Biocomp) with in-line OD260 in-line absorbance monitoring to create the profiles.

### EdU incorporation assay

Animals for growth arrest were maintained as previously. Animals were released after 7 days of food–restricted, dense culture conditions by manual transfer into clean sea water at standard culture densities, with or without standard algal strain mixture. After 12 h, EdU (5-ethynyl-2′-deoxyuridine)-labeling assay was done according to the manual on 50 animals per sample with incubation time 30 min. Fixation in 4% PFA was followed by Click-iT reaction with Alexa 488. DNA was counterstained with 1 μM To-Pro-3 iodide and mounted in VECTASHIELD®. Samples were analyzed by confocal microscopy using a Leica TCS laser scanning confocal microscope and Leica (LAS AF v2.3) software.

### ClickIT translational assay

Click-iT™ HPG Alexa Fluor™ 488 Protein Synthesis Assay Kit was used with minor modifications. Animals were incubated in 50 μM Click-iT® HPG reagent in sea water for 1 h to label newly translated proteins. After fixation in 4% PFA, standard immunofluorescence staining [14] was performed using mouse TMG-cap antibody. After secondary antibody washes, Click-iT™ substrate detection was performed, according to the manual, DNA was counterstained with 1 μM To-Pro-3 iodide and samples were mounted in VECTASHIELD® for confocal microscopy.

### Analysis of *C. elegans trans*-splicing and ribosome profiling data

We defined *trans*-spliced genes using existing data [24]. Genes with SL2 reads comprising ≤ 25% of total *trans*-spliced reads and a binomial exact *P* value for this percentage < 0.05 were classed as SL1. Genes with SL2 comprising ≥ 75% of reads (P value < 0.05) were classed as SL2. We classed remaining genes as “mixed” if percentages fell between these thresholds or if there were two or more *trans*-splice sites using both spliced leaders, or “unknown” if *P* values were ≥ 0.05.

Remaining genes (using WS207 annotations of protein coding transcripts following [24]) were classed as non-SL. WS207 gene sequence names were converted to WS230 and mapped to Wormbase protein IDs version WS235 in order to map to gene annotations used in previously generated ribosome profiling data [25]. We classed genes as translationally up-regulated upon exit from L1 diapause if there was a RPF fold change > 1 and an adjusted *P* value < 0.001. Genes were classed as down-regulated if there was a RPF fold change < 1 and an adjusted *P* value < 0.001. All other genes were classed as unaffected.

## Supplementary information

**Additional file 1: Figure S1.** Response to the mTOR inhibitor Torin 1 in *O. dioica*. (A-C) Female animals were exposed to DMSO (vehicle control) and different concentrations (50 nM, 250 nM, 1250 nM and 5000 nM) of the mTOR inhibitor, Torin 1, and 4E-BP1 phosphorylation levels were assayed. Histone H3 was used as a reference loading control. Annotated summary is shown (A) as well as full blots for 4E-BP1 phosphorylation (B) and H3 (C). An annotated full blot (D) shows the presence of phosphorylated 4E-BP1 in the presence of DMSO and its absence upon mTOR inhibition with 1 μM Torin 1 in samples taken during three animal collections for ribosome profiling (see also Fig. 1a). A sample treated with Lambda-phosphatase is shown in (E) demonstrating the specificity of the antibody against the phosphorylated form of 4E-BP1 in *O. dioica*.

**Additional file 2: Figure S2.** Global translational response to treatment with the mTOR inhibitor Torin 1. Polysome profiles from two replicates of Torin 1 treated (T1 and T2) and DMSO control (D1 and D2) day 6 animals confirmed a down-regulation of translation in treated animals as indicated by reduced polysome peaks.

**Additional file 3: Figure S3.** Conserved functions in the targets of mTOR-dependent translational control in *O. dioica*. GO terms and *p*-values from a gene ontology (GO) analysis of genes with transcripts that had significantly down-regulated translation upon mTOR inhibition with Torin 1.

**Additional file 4: Figure S4.** Oocyte transcripts are *trans*-spliced and translationally dormant. Changes in translational efficiency in response to Torin 1 (y-axis) against mRNA abundances (RPM = reads per million) in control animals (x-axis) with transcripts categorised as indicated in the legend.

**Additional file 5: Figure S5.** Translational control during nutrient-dependent recovery from growth arrest is associated with the presence of a 5′ spliced leader in *C. elegans*. (A) Proportion of genes *trans*-spliced to SL1 or SL2 or without a spliced leader that have translation up- or down-regulated (or no translational response) upon release from L1 diapause in response to food availability. (B) Mosaic plot shows Pearson residuals from a Chi-square test using genes categorised as in (A).

**Additional file 6: Figure S6.** Transcriptional response during recovery from growth arrest in *O. dioica*. Genes with significantly up-regulated transcription during recovery from growth arrest were enriched for non-*trans*-spliced transcripts (A) and GO terms related to lipid metabolism, muscle contraction and proteolysis (B).

**Additional file 7: Figure S7.** Translational response during recovery from growth arrest in *O. dioica*. GO terms enriched in genes with significantly up-regulated translation during recovery from growth arrest.

**Additional file 8: Table S1.** Mapping statistics of ribosome protected fragment and total RNA libraries.

**Additional file 9: Table S2.** Translational efficiencies in control and treated animals for all tested genes.

**Additional file 10: Table S3.** Translational control of *O. dioica* mRNAs associated with genes that are orthologous to human genes encoding TOP mRNAs.

**Additional file 11: Table S4.** Primers used for RT-qPCR validation.

## Data Availability

High-throughput sequencing data have been deposited at the NCBI Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/) under accession numbers GSE78807 and GSE115265. A preprint version of this manuscript can be accessed at the following link: https://www.biorxiv.org/content/early/2018/06/22/353979.

## Abbreviations

4E-BP1: eukaryotic translation initiation factor 4E binding protein 1
CAGE: Cap analysis of gene expression
DMSO: Dimethyl sulfoxide
EdU: 5-ethynyl-2′-deoxyuridine
eIF4E: eukaryotic translation initiation factor 4E
eIF4G: eukaryotic translation initiation factor G
GO: Gene ontology
MEF: mouse embryonic fibroblast
mTOR: mammalian target of rapamycin
mTORC1: mammalian target of rapamycin complex 1
PABP: poly(A) binding protein
qRT-PCR: quantitatitve reverse transcription polymerase chain reaction
RPF: ribosome protected RNA fragments
RPM: reads per million
SL: Spliced leader
TCTP: translationally controlled tumour protein
TE: translational efficiency
TOP: Terminal OligoPyrimidine
tpm: tags per million
TSS: transcription start site

How the deposited data were processed for this re-analysis (not part of the article)

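The data were ribosome protected fragments (RPF) and total RNA from whole *O. dioica* on day 7 of growth arrest (stasis) and 30 min after release, with 2 samples of each state and a library of each kind from each sample. The sample labels and the methods gave the state, the replicate number and the assay of all 8 libraries, and 0 columns of the table were left unmatched. The labels name RNAqueous for the total RNA extraction. The methods list an RNAqueous kit among the reagents and name RNEasy for the extraction.

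The authors clipped adapters, removed reads that mapped to rRNA or tRNA with Bowtie2, mapped the remaining reads with TopHat guided by Genoscope gene models and counted them per protein-coding gene with Rsubread. The deposited values are whole-number counts per gene model, without normalization or a filter on low counts. Tool versions, the genome build, the strand setting and the treatment of reads with several matching places are not given in the sources used here, so counts of near-identical gene copies are uncertain. The sums per state and assay were 27.0 M and 38.6 M reads for total RNA and 1.8 M and 1.5 M for RPF (stasis and release). Of the 17212 gene models, 355 had no read in any library. The gene identifiers were used as the file gives them. The RefSeq gene table of assembly OKI2018_I68_1.0 was searched for them, and 0 matched, so no coordinates are given.

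Everything else was computed here. The 14595 gene models with at least 100 reads over the 8 libraries held 99.9% of the reads. Total RNA, RPF and translational efficiency (TE) were tested with edgeR 4.0.16 (TMM, glmQLFit and glmQLFTest) in R 4.3.3, with Benjamini-Hochberg adjustment and a threshold of 0.05. The standard error of a change was its size over the square root of the F statistic of its test, so it adds nothing to the p-value. TE was the interaction of state and assay. These tests, the gene rule and most alternatives were set before the data were examined. TE was first run with TMM factors over all 8 libraries. After those results were seen it was changed to factors within each assay, the literal reading of the design set beforehand, and the first version was kept as an added alternative. It called 0 gene models as well, with 419 higher and 436 lower at an unadjusted p under 0.05. TE was also calculated from reads scaled to the library total (RPM), averaged over replicates, with gene models at 0 in a mean left out. Gene lists were tested with camera (preset correlation 0.01), and the presence of the spliced leader with Fisher's exact test. The alternatives were library totals in place of TMM, DESeq2 1.42.0, other filters and thresholds, edgeR's exact test, a model over all 8 libraries, limma 3.58.1 on the ratio (pseudocounts of 0.5 and 5 RPM), limma-voom, replicate or sample blocks, fry, and each sample left out in turn. Tables and the figure were made with Python 3.11.15, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

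Table S3 (89 entries, 88 genes) was complete and gave the TOP list, the spliced leader and the Torin 1 result. Identifiers of proteins, genes and transcripts with the same number were taken as 1 gene, and 13 of the 13 genes found in both tables had the same Torin 1 value in each. Of Table S2, 1998 of 14574 rows were used, for annotation alone, and no set test was run on them. The genes named were fixed beforehand by a rule: the 2 largest increases and decreases past the threshold of each test whose replicates did not overlap, Table S3 genes past the TE threshold (there were none), EEF1A1, EEF2, TPT1, VIM, GNB2L1, PABPC1, EF1 delta and genes annotated as histone. The values of Table S3 had been seen when the rule was made. RPL32 and RPL7A were named after their values were seen, as were the gene models with a large share of RPF reads and the single RPF call. Muscle gene models were listed by annotation. A planned list of cell cycle genes was not analysed, since it needs the annotation of all genes.

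Total RNA was taken from a part of the animals of each sample, so the total RNA and RPF library come from 1 sample of animals, though whether from the same animals is not stated in the sources used here. Their deviations from the mean of the state had a correlation across genes of -0.001 in stasis and 0.09 on release. A block for the sample left the number of TE calls at 0.

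The scripts were tested on simulated counts with the means and depths of the real libraries and 200 changed genes. Spreads were taken from the fitted trend in place of each gene's own, and genes were drawn independently. For total RNA, 69 of 100 gene models changed by 1 log2 unit and 99 of 100 changed by 2 were called, with 3 false calls. For RPF the numbers were 0 and 2 of 100, with 0 false calls. For TE they were 2 and 5 of 100, with 22 false calls. In 20 simulated sets without any change, the TE test made false calls in 19, with a median of 29.5 genes (at most 82), and the total RNA test called 0. The TE model shares 1 estimate of the spread between assays whose biological coefficients of variation were 0.139 (total RNA) and 0.547 (RPF). A version of limma-voom with a spread for each assay was therefore added after the data were seen. It made 0 calls in the unchanged sets and recovered 0 of 100 gene models at either size of change.

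Read counts without molecular identifiers are not independent molecules, and the 95% Wilson intervals given for shares of reads cover counting error only.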

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

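All tests of explanations in this part were chosen after the result was seen. The paper does not discuss the make-up of the RPF libraries. A single gene model, GSOIDT00008149001, took a share of the RPF reads far above its share of total RNA. It held 16.4% (95% Wilson interval 16.3 to 16.4) and 35.6% (35.4 to 35.8) of the RPF reads in stasis replicates 1 and 2, and 12.6% (12.5 to 12.6) and 30.0% (29.9 to 30.2) on release. In the total RNA libraries its share was between 0.00581% and 0.0110%. A further 3 gene models with over 1% of an RPF library also had more than 100 times their total RNA share in every sample. The largest of these, GSOIDT00007125001, held 1.36% (1.34 to 1.38) and 14.8% (14.6 to 14.9) in stasis and 1.63% (1.61 to 1.65) and 7.26% (7.17 to 7.35) on release. The tables used here give neither a name.

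RNA of a fixed make-up carried into all RPF libraries is argued against, since the ratio of the second gene model to the first differed 5.00-fold between libraries, from 0.0830 to 0.415. The share was larger in the shallower RPF library of each state, by a factor of at least 2.17, and the intervals of the replicates lay apart, which argues against fewer reads alone, since these would leave the share within counting error. What else set replicate 2 apart was not tested. A biological difference between stasis and release also stays open. The shares of the states overlapped, the lowest stasis share minus the highest release share being -13.7 percentage points, but this gap rests on the difference between replicates 1 and 2, and the share was higher in stasis for both replicate numbers. Fragments of structured or ribosome-derived RNA that matched these gene models, and reads shared between near-identical copies, stay open and were not tested, since no sequence was used here.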

How the results depend on the processing

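The alternatives chosen only after the data were seen were the replicate block within each assay, TMM over all 8 libraries, limma-voom with a spread for each assay, TE by RPM without the gene models over 1% of an RPF library, and all those for the RPF of ribosomal proteins and the total RNA of TOP mRNAs. Apart from the fits with a sample left out and the other set tests on the same fit, 85 values of the comparisons kept their direction and their side of the threshold, or stayed within 1.5 times the count, while 23 counts moved further, 2 values reversed and 1 passed the threshold. Of the values of single genes, 166 were unchanged in this sense, 12 lost and 3 gained significance and 4 reversed. Where a sample was left out, the lone sample of its state was assumed to vary like the others. The cause of the changes below was not tested unless stated.

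For total RNA, an adjusted p threshold of 0.01 gave 0 genes higher and 0 lower (edgeR, the smallest adjusted p being 0.0120; 2523 and 1893 at an unadjusted p under 0.05), a threshold of 0.1 gave 1797 and 1022, and a change of at least 1 log2 unit gave 351 and 96. Library totals gave 675 higher and 888 lower, so that the share of higher among all calls was 43.2% in place of 74.9%. The exact test gave 1737 and 847. All 8 libraries in 1 model gave 0 and 0 (1380 and 628 at an unadjusted p under 0.05), where RPF libraries with a wider spread enter the shared estimate. DESeq2 gave 1298 and 454. With a sample left out the counts ranged from 0 to 2640 higher and from 0 to 2156 lower.

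For RPF, the 1 lower gene became 0 under a threshold of 0.01, library totals, DESeq2, no filter, filterByExpr, at least 10 reads in every library, the exact test and all 8 libraries in 1 model, with between 15 and 368 genes higher and between 6 and 298 lower at an unadjusted p under 0.05. The minimum of 10 reads in every library removed this gene before testing, so its loss there says nothing about the call. With a sample left out, the counts ranged from 0 to 8 higher and from 0 to 33 lower, and the change of GSOIDT00013072001 ranged from -4.55 to 0.37.

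For TE, DESeq2 called 4 higher and 9 lower, and every other alternative over both replicates called 0 (library totals 498 and 227 at an unadjusted p under 0.05, limma-voom 246 and 484, limma-voom with a spread for each assay 93 and 179). With a sample left out, the counts ranged from 0 to 44 higher and from 0 to 123 lower. At the real depth and the fitted trend of the spread together, whose parts were not separated, the test recovered 5 of 100 simulated changes of 2 log2 units. The median change by RPM ranged from -0.0074 to 0.53.

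The replicate numbers were not shown to pair the stasis and release samples. Deviations of samples with the same number had correlations across genes of 0.198 (total RNA) and 0.160 (RPF). With a replicate block, total RNA gave 1212 higher and 436 lower, RPF gave 1 higher and 0 lower, and TE gave 0 and 0 (290 and 446 at an unadjusted p under 0.05).

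With a sample left out, the difference between the median of a list and that of the other genes ranged from -0.72 to 0.48 for the TE of TOP mRNAs, from -0.79 to 0.47 for ribosomal proteins, from -0.74 to 0.48 for Torin-suppressed and from -0.61 to 0.54 for Torin-resistant genes, each reversing without release replicate 1, and the last also without stasis replicate 2. It was 0.0041 for Torin-resistant genes with library totals. For the total RNA of ribosomal proteins it ranged from -0.033 to 0.23. For the total RNA of TOP mRNAs it ranged from -0.040 to 0.21, lower without stasis replicate 1 and past the unadjusted threshold without either stasis replicate. For the RPF of ribosomal proteins it was 0.0036 with library totals and ranged from -0.83 to 0.35, past the unadjusted threshold without stasis replicate 1 or release replicate 2 and reversed without the others. Fry and camera with an estimated correlation use the same fitted changes, so only their p could differ, and 0 of 14 passed the threshold. The difference between *trans*-spliced and other genes was -48.8 percentage points among ribosomal protein genes, and passed the unadjusted threshold there. That Fisher's exact test takes genes as independent replicates, which they are not. The correlation of RNA and TE changes ranged from -0.34 to -0.054, the latter without stasis replicate 1.

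Among named genes, the TE change of GNB2L1 was 0.18 with library totals and 0.17 with limma on the ratio at either pseudocount, and ranged from -0.31 to 0.013 with a sample left out. Its RNA change ranged from -0.37 to 0.11. The RNA change of TPT1 was -0.096 with library totals and ranged from -0.059 to 0.15, and its TE change ranged from -0.020 to 1.08. The TE change of EF1 delta ranged from -0.29 to 1.51.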

Differences from the paper's values

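The paper reports 1601 genes with higher and 638 with lower RNA on release, against 993 and 332 here. Of the alternatives set before the data were examined, DESeq2 (1298 and 454), edgeR's exact test (1737 and 847) and the replicate block (1212 and 436) came within 1.5 times of both paper values. An adjusted p threshold of 0.1 (1797) and leaving out stasis replicate 1 (2227) did so for the higher genes, and library totals (888) for the lower genes. The remaining alternatives did so for neither number: an adjusted p threshold of 0.01, a change of at least 1 log2 unit, no filter, filterByExpr, at least 10 reads in every library, the model over all 8 libraries, and leaving out stasis replicate 2 or either release replicate. The paper's text names no threshold for these calls.

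For TE, the paper reports 1382 genes higher and 28 lower, against 0 and 0 here. None of the alternatives set before the data were examined, or added later, came within 1.5 times of either paper value. The closest for the higher genes was leaving out stasis replicate 2 (44 higher, 123 lower), and for the lower genes leaving out stasis replicate 1 (5 higher, 46 lower). DESeq2 gave 4 and 9. The paper used babel, which was not used here.

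The paper reports 8 ribosomal protein mRNAs with higher TE out of 129, against 0 of the 72 ribosomal protein genes of Table S3. This held in every alternative over both replicates run on that list. In those fits 0 of all gene models were called, so the 0 in the list was fixed. The test recovered 5 of 100 simulated changes of 2 log2 units, so it cannot show that such genes were absent. The lists differ, so the numbers do not share a denominator.

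The paper finds far more genes with higher than with lower TE. Here more gene models were lower than higher at an unadjusted p under 0.05 (510 and 357, edgeR) with TMM, while with library totals more were higher (498 and 227), and on the RPM scale of the paper's methods 62.3% lay above 0. The paper links genes with higher TE to muscle contraction. Of the 21 muscle-annotated gene models tested, 9 lay above 0 in TE, although 18 of 21 had higher RNA, 1 of them past the adjusted threshold. For RNA the paper reports enriched muscle terms among the genes it called higher, which is not the same measure as a count of directions. The muscle gene models come from part of Table S2.

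In Fig. 4b most ribosomal protein mRNAs lie slightly above 0 in TE and at or slightly below 0 in RNA. Here 27 of 72 lay above 0 in TE and 48 of 72 in RNA with TMM, and 59 and 26 of 72 with library totals.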

Other observations

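Tests chosen after the result was seen were those of low RPF counts, of swapped labels, of scaling, of a few dominant genes, of the RPF library of stasis replicate 2 and, in the form reported, of the number of RPF reads alone. The tests of genes picked for chance RNA values and of reads that are not footprints were set before their result was seen.

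Footprints hardly followed the RNA. The 993 gene models with higher total RNA had a median log2 fold change of 0.88 in total RNA and 0.05 in RPF (quartiles -0.46 and 0.47), and 529 of them had higher RPF. In the sums that follow, the 7 gene models over 1% of an RPF library were left out of both assays, from the groups and from the genes not called. Summed over gene models, relative to those not called, total RNA of the lower group changed by between -0.98 and -0.76. These values are over the 4 pairs of a release and a stasis sample, where RPF changed by between -0.19 and 0.06. The lower calls include the dominant gene models GSOIDT00008149001, GSOIDT00004011001 and GSOIDT00007124001 (edgeR adjusted p = 0.0403, 0.0483 and 0.0433). Their RPF shares were 35.6%, 4.25% and 1.28% in stasis replicate 2, and 12.6%, 0.565% and 0.166% in release replicate 1. The sums given for the lower group leave them out. For the higher group total RNA changed by between 0.81 and 1.03 and RPF by between -0.27 and 0.52, the highest being release replicate 2 against stasis replicate 2.

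Several technical explanations for this are argued against. For higher RNA, chance picks alone are argued against. The 591 gene models higher by at least 1 log2 unit in the samples numbered 1 had a median change of 1.24 there. In the samples numbered 2 it was 0.87, with 97.1% in the same direction. The 294 picked as lower went from -1.16 to -0.41, with 74.8% in the same direction, so this is less clear for lower RNA. These picks were made by size of change in the samples numbered 1 and are not the set of called genes. Low RPF counts are not the whole cause, since the 263 gene models with higher RNA and a mean of at least 50 RPF reads had a median RPF change of 0.082 against 0.90 in RNA. No scaling factor alters the gap between the groups. With the gene models over 1% of an RPF library left out of both assays, it was at most 0.57 in RPF and at least 1.57 in total RNA. Swapped stasis and release labels in one RPF pair stay open. They would have given RPF changes of opposite sign in the 2 replicate numbers. In the lower group without those dominant gene models, the changes were small and of one sign (-0.074 and -0.054). In the higher group they were -0.27 for replicate 1 and 0.52 for replicate 2. RPF reads that are not footprints also stay open. The Spearman rho between RPF and total RNA reads across genes was at least 0.706, which excludes neither a small nor a moderate background. It cannot decide the question, since mRNA fragments that are not footprints would also follow total RNA across genes. This test therefore does not tell a background from a biological delay. A candidate explanation from the design, untested here, is that 30 min after release new mRNA was not yet on ribosomes, or that translation was buffered against the RNA change.

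The excess of higher over lower TE on the RPM scale may come in part from the RPF libraries themselves. With a pseudocount of 0.5 RPM, 3247 gene models rose and 1709 fell by more than 1 log2 unit on release, an excess of 1538. Stasis replicate 1 set against stasis replicate 2, where no change of state is involved, gave an excess of 5294, and release replicate 1 against release replicate 2 gave 4136. The median change was -0.0074 without stasis replicate 2 but 0.53, with an excess of 2900, without release replicate 2, so that the shallower RPF libraries of the 2 states acted in opposite directions. Whether the RPF library of stasis replicate 2 is a source of the excess therefore stays open. Leaving out the 7 gene models over 1% of an RPF library, a choice made after the data were seen, lowered the median from 0.29 to 0.11. Without a pseudocount, the excess fell from 1491 to 581 (2953 rose and 2372 fell), and the share above 0 from 62.3% to 54.4%. A part of the excess thus went with these gene models, and how much of it they explain stays open. The test of the number of RPF reads was run in 2 versions. The first thinned the RPF library of stasis replicate 1 to the reads of replicate 2 and also gave it the dominant gene models of replicate 2. Its excess was 6205, at least as large as the 5778 of the real replicate 2 in RPF alone, which would have counted for the explanation. Because that version mixed the number of reads with the dominant genes, it was replaced, after its value was seen, by thinning alone, which gave an excess of 2108 and a median of 0.015, beside a median of 1.17 for the real replicate 2. By the rule used, an excess under 0.5 times that of the real replicate 2, this argues against the number of reads alone as the whole of the difference between these libraries. The form of this test was chosen after the result was seen. A looser rule, tried after the value was seen, had left it undecided by comparing 2108 with the excess between the states, and was dropped because RPF of 1 library and TE of means are unlike quantities. A part played by the number of reads, alone or together with the dominant gene models, stays open. A biological part, from release itself, also stays open.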
